A study of Arabidopsis thaliana with 12 samples.

How the data were processed

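Leaf RNA was measured in 12 libraries of Arabidopsis thaliana. Per the labels, the plants were 21 d old, had grown on soil with 10 h of light per day, and were moved at the end of a night to 500 µmol photons m-2 s-1. Leaves were taken after 9 h or 18 h. The genotypes were Col-0, the reference accession, and tpt-2, a mutant in TPT, the gene of the chloroplast triose phosphate/phosphate translocator. Each genotype had 3 biological replicates at each time point, which gives 4 groups of 3. Per the labels' protocols, mRNA was purified from total RNA with poly-T beads, and dUTP was used in the second cDNA strand, so that the libraries carry strand information. The aligner, the counting program, the genome build and the annotation are not stated in the labels or the file.

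The deposited table gives 1 FPKM value (fragments per kilobase of transcript and 1e06 fragments) per gene and library, made by the authors, for 32833 genes. All 12 of its value columns matched a sample title, and 0 were left unused. The FPKM values summed to between 673869 and 699251 per library. Of the gene identifiers, 32548 were found in the RefSeq annotation of TAIR10.1, and the other 285 are organelle-encoded loci, which that annotation lists under other names. A symbol other than the locus identifier was given for 10804 genes. Coordinates are positions of the TAIR10.1 annotation, since the build behind the deposited table is not named.

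The depth of each library was recovered from the steps between low values. With the mean length of a gene's annotated transcripts, a single depth per library turned 98.1% to 98.4% of the values worth 1 to 20 fragments into whole numbers within 0.05. The length of the merged exons gave 72.9% to 76.1%. The recovered depth was between 12.3 and 14.3 M fragments (M, 1e06) assigned to genes in 11 libraries, and 25.7 M in Col-0 replicate 1 at 18 h. The recovered fragments of the genes with a known length added up to between 98.5% and 99.9% of that depth. The limit below which a gene was treated as not measured was 3 fragments in a library. It corresponds to 0.117 to 0.244 fragments per 1e06. It could not be applied to organelle-encoded loci, whose lengths were not known.

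The deposited FPKM values were used without further scaling. FPKM values are not counts, so the tests used log2(FPKM + 1). Genes with a mean of at least 1 FPKM over the 12 libraries were kept, which left 17585 genes, 115 of them organelle-encoded. A linear model with the 4 groups as 1 factor was fitted to all 12 libraries in limma 3.58.1 under R 4.3.3 (lmFit, contrasts.fit and eBayes with a mean-variance trend). The contrasts were tpt-2 against Col-0 at 9 h, the same at 18 h, the difference between these effects (the interaction of genotype and time), and 18 h against 9 h in each genotype. P-values are two-sided and were adjusted by the Benjamini-Hochberg method over all genes tested, and a gene with an adjusted p under 0.05 was called. Fold changes are on the log2(FPKM + 1) scale, which understates the change of genes with low values. Their standard errors (SE) come from the same limma fit. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and statsmodels 0.14.6 did the other computations.

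The design, the gene sets and the rule for naming genes were chosen before the data were examined. The 8 sets, listed from general knowledge of each process, were late anthocyanin, early flavonoid, anthocyanin activator, sugar starvation, light-harvesting, starch synthesis, high-light and reactive oxygen species (ROS), and phosphate starvation genes. Each was tested with camera at an inter-gene correlation of 0.01 in 3 contrasts, and the 24 p-values were adjusted together. A list of circadian clock genes was only described. The genes named singly are a fixed list of 10, then the 4 largest rises and 4 largest falls of each genotype comparison among called genes whose groups did not overlap, and the 2 largest in each direction of the time comparisons and of the interaction. Because chloroplast-encoded genes filled the list of rises in both genotype comparisons, the 4 largest rises among nuclear genes were added after the values were seen.

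The libraries were compared for duplicates within each group. No pair shared a value above 0, and the chi-square statistic per gene of the recovered fragments was between 4.73 and 22.5 for every pair, so each library counted as 1 replicate. The gene test was tested on simulated fragment counts with the real means and depths and a dispersion of 0.03, filtered to 17388 genes, with genes changed 2-fold. It recovered 67.8% of 199 changed genes at 9 h, 71.2% of 198 at 18 h and 23.4% of 394 for the interaction. False calls made up between 5.11% and 8.78% of all calls in the contrasts that held changed genes. A simulated set of 15 raised genes gave a camera p of 6.85e-49 and a set of 15 unchanged genes gave 0.252. The fit of GC and length trends was tested on a simulated trend over 17470 genes, whose correlation of 0.568 with GC content fell to -0.00332 after the fit, and where a set of 15 genes raised by 1 on the log2 scale was estimated at 0.995.

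The alternatives were a pseudocount of 0.1, no filter, a filter at a mean of 5 FPKM, quantile normalization, median-ratio scaling, eBayes without the trend, a fit of only the 6 libraries compared, a block for the replicate number, leaving out each library in turn, a 2-fold minimum, and for the sets fry or an estimated inter-gene correlation. A voom fit of the recovered fragments and a fit without organelle-encoded genes were chosen after seeing the data. The labels give no sequencing or library batch, so no value within batches could be computed. Of the protein-coding genes with at least 90% of their exon bases under exons of the opposite strand, 98.4% had a mean under 0.5 FPKM, and such low values are not used as measurements. Reads, alignments, metabolite levels and pigment levels were not used here.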

Results

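RNA from leaves of Arabidopsis Col-0 and of the tpt-2 mutant was sequenced after 9 h and 18 h in strong light, with 3 biological replicates in each of the 4 groups. The translocator missing in tpt-2 exports photosynthetic triose phosphates from the chloroplast in exchange for phosphate. The comparisons ask how transcript levels in high light differ between tpt-2 and Col-0, and whether the difference depends on the time point. No library came from plants before the shift or from plants kept at growth light. A changed response to high light can thus not be told from a difference present before it. The depth was 12.3 to 14.3 M assigned fragments (M, 1e06) in 11 libraries and 25.7 M in Col-0 replicate 1 at 18 h. Values are the deposited FPKM, given as mean ± SD with n = 3.

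Replicates resembled each other more than libraries of other groups did in most cases. Pearson's r over genes on the log2(FPKM + 1) scale was 0.969 to 0.985 within Col-0 at 9 h, 0.980 to 0.987 within tpt-2 at 9 h, 0.988 to 0.992 within Col-0 at 18 h and 0.971 to 0.982 within tpt-2 at 18 h. Between groups it was 0.910 to 0.976 over 54 pairs. The first principal component, with 41.9% of the variance, ran from the tpt-2 libraries at 9 h (scores from -51.4 to -42.0) to the Col-0 libraries at 18 h (scores from 37.4 to 43.1). The second, with 24.0%, separated Col-0 at 9 h (scores from 31.4 to 43.3) from tpt-2 at 18 h (scores from -34.8 to -22.2).

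The mutated gene was examined first, as a check of the labels. TPT (AT5G46110, chromosome 5, 18697235 to 18700900, plus strand, protein-coding) had 393 ± 61.0 FPKM in Col-0 and 3.10 ± 0.678 FPKM in tpt-2 at 9 h (n = 3 each). At 18 h the values were 436 ± 29.8 and 2.92 ± 0.206 FPKM. The mutant level was 0.788% of Col-0 at 9 h and 0.671% at 18 h. It rested on 67 to 106 fragments per tpt-2 library, against 8483 to 25047 in Col-0. The log2 fold change was -6.59 (SE 0.129) at 9 h and -6.80 (SE 0.129) at 18 h, with limma adjusted p of 5.64e-11 and 3.91e-11. All 6 tpt-2 libraries thus carried the loss that their label names, and the interaction did not pass the threshold (adjusted p 0.562).

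**Figure D1:**
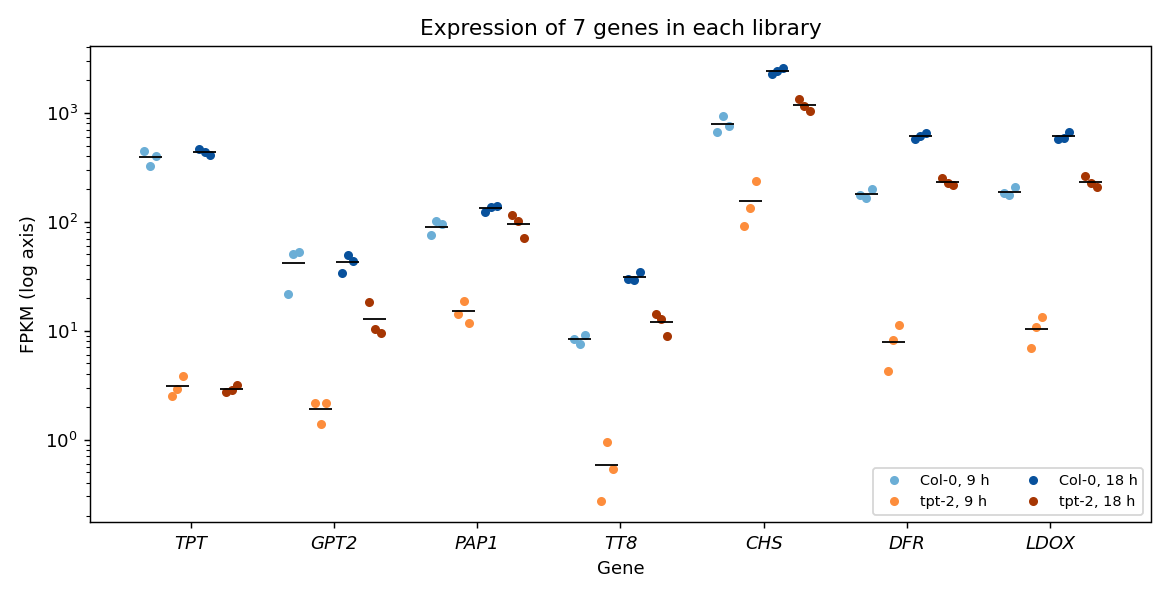
FPKM of 7 genes (x axis) in each of the 12 libraries on a log axis, with 1 point per library and a black line at the mean of each group of 3. TPT lies near 3 FPKM in the tpt-2 libraries at both times, and the tpt-2 points of DFR and LDOX lie further below Col-0 at 9 h than at 18 h.

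At 9 h, 3917 of 17585 genes were called between tpt-2 and Col-0 (limma, adjusted p under 0.05), 2383 higher and 1534 lower in tpt-2. Of these, 505 changed at least 2-fold, 362 up and 143 down, or 265 and 143 among nuclear genes. The division into higher and lower calls depended on scaling. Median-ratio scaling gave 1550 higher and 2188 lower, and quantile normalization 1642 higher and 1807 lower, because the median log2 fold change of all genes was 0.07 in the deposited values and moved to -0.01 and -0.02. A fit of only the 6 libraries compared gave 2653 calls. It moved the count most among the alternatives, apart from leaving out single libraries, the 2-fold minimum and a block for the replicate number. Leaving out tpt-2 replicate 2 at 9 h gave 2403 calls, and leaving out tpt-2 replicate 1 gave 2436. The 3 values of each group did not overlap in 37.8% of the genes, where chance gives 10%.

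At 18 h, 507 genes were called, 352 higher and 155 lower in tpt-2, and 157 changed at least 2-fold (99 up and 58 down). Among nuclear genes 290 were called higher and 155 lower, and those that changed at least 2-fold were more often lower, 39 up and 58 down. An unadjusted p under 0.05 was reached by 3653 genes, and 29.0% had groups that did not overlap. The split again turned with scaling, to 175 higher and 327 lower under median-ratio scaling and to 152 higher and 220 lower under quantile normalization. Quantile normalization moved the median of all genes at 18 h by 0.11 on the log2 scale, from 0.09 to -0.02, so set medians at 18 h are also given relative to that median. The count was sensitive to single libraries. It lay between 107 and 175 without Col-0 replicate 2, Col-0 replicate 3 or tpt-2 replicate 2 of that time, and was 261 without the deepest library, Col-0 replicate 1, and 322 without tpt-2 replicate 1. Without a filter on low values it was 335.

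The effects at both times were compared over genes. They come from separate libraries, and genes are not independent replicates. Of the calls, 297 were shared, where 112.9 would be shared by chance, and 279 of the shared genes had the same direction (188 higher and 91 lower). Pearson's r of the log2 fold changes was 0.605 over all 17585 genes and 0.406 over the 17470 nuclear genes, and Spearman's rho over all genes was 0.289. Of the 9 h calls, 71.0% had the same sign at 18 h. Over the nuclear 9 h calls, the slope of the 18 h effect on the 9 h effect was 0.331. Choosing genes by their 9 h effect pulls this slope toward 0, so it does not measure how far the effects shrank. The interaction of genotype and time was called for 841 genes, 427 with a positive and 414 with a negative difference. Of these, 193 differed at least 2-fold, 71 positive and 122 negative. Under quantile normalization the split of all calls was 315 positive and 465 negative. Single libraries moved the count of all calls from 258 (without Col-0 replicate 2 at 18 h) to 1177 (without tpt-2 replicate 3 at 18 h). It was at most 534 in 8 of the 12 fits, those without Col-0 replicate 2 or tpt-2 replicates 1 or 2 at 9 h, and those without any Col-0 replicate or tpt-2 replicates 1 or 2 at 18 h.

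**Figure D2:**
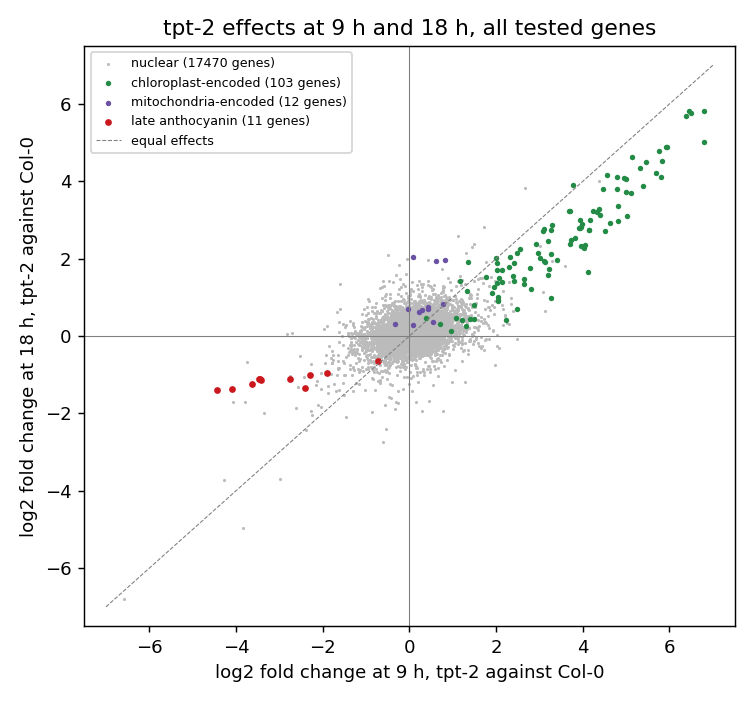
Log2 fold change of tpt-2 against Col-0 at 9 h (x axis) and at 18 h (y axis), with 1 point per tested gene and a dashed line of equal effects. The 11 late anthocyanin genes lie at 9 h effects from -4.43 to -0.73 and 18 h effects from -1.39 to -0.65, and the chloroplast-encoded genes extend along positive values at both times.

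Genes of the last steps of anthocyanin synthesis were lower in tpt-2 at both times. All 11 late anthocyanin genes were called lower at 9 h, with a median log2 fold change of -3.42 (camera adjusted p 4.20e-22), and 10 of 11 at 18 h, with a median of -1.12, or -1.21 relative to all genes (camera adjusted p 1.99e-23). Adjusted over the list alone, 11 genes passed at each time. The median of the interaction was 2.27 (camera adjusted p 5.36e-15), and 9 of 11 genes were called in it, or 10 adjusted over the list alone. DFR (AT5G42800, chromosome 5, 17164093 to 17166032, minus strand), which encodes dihydroflavonol reductase, had 180.8 ± 17.6 FPKM in Col-0 and 7.92 ± 3.51 FPKM in tpt-2 at 9 h, and 614 ± 38.9 and 233 ± 18.1 FPKM at 18 h. Its log2 fold change was -4.43 (SE 0.225, limma adjusted p 5.51e-07) at 9 h and -1.39 (SE 0.225, limma adjusted p 0.00905) at 18 h, with an interaction of 3.04 (limma adjusted p 0.00119). Without Col-0 replicate 3 at 18 h its adjusted p at 18 h was 0.0525, in a range from 0.000219 to 0.0525 over all alternatives. LDOX (AT4G22880, chromosome 4, 12004726 to 12006209, minus strand), the leucoanthocyanidin dioxygenase gene, had log2 fold changes of -4.1001 (SE 0.172) at 9 h and -1.38 (SE 0.172) at 18 h, with limma adjusted p of 1.08e-07 and 0.00175.

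The early flavonoid genes showed a smaller difference between the times. Of 10 tested, 9 were called lower at 9 h and 6 at 18 h, or 9 at each time adjusted over the list alone. The medians were -1.52 (camera adjusted p 4.63e-11) and -1.03 (camera adjusted p 1.402e-15), with -1.13 relative to all genes at 18 h. CHS (AT5G13930, chromosome 5, 4488476), chalcone synthase, had 782 ± 133 FPKM in Col-0 and 154 ± 75.1 FPKM in tpt-2 at 9 h. At 18 h it had 2425 ± 171 and 1172 ± 151 FPKM, a log2 fold change of -1.05 with a limma adjusted p of 0.0525, just outside the threshold. CHS at 18 h passed with only the 6 libraries compared (adjusted p 0.0029), with genes of at least 5 FPKM (0.0437), under median-ratio scaling (0.0448) and with voom (0.0375), in a range from 0.0029 to 0.184. The listed gene F3H was not tested, since its mean of 0.0951 FPKM fell below the filter, and 93.8% of its exon bases lie under exons of the opposite strand.

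Among the anthocyanin activator genes, 5 of 7 tested were called at 9 h (4 lower, 1 higher) and 2 at 18 h, both lower. Adjusted over the list alone the counts were 5 and 3. The set medians were -0.62 (camera adjusted p 0.000156) and -0.22 (camera adjusted p 6.38e-05), or -0.31 relative to all genes at 18 h. Leaving out 1 library moved the median of the anthocyanin activator genes at 18 h to between -0.40 (without tpt-2 replicate 1) and -0.08 (without tpt-2 replicate 3), past the threshold in each of the 6 fits. For 1 member, MYB113, the tpt-2 libraries at 9 h held at most 3 fragments. With MYB113 at the bound its fragments allow, the 9 h median was -1.41. That median is the bound of MYB113 itself. The Col-0 level of MYB113 at 9 h was 0.666 ± 1.08 FPKM, so the value is imprecise. PAP1 (AT1G56650, chromosome 1, 21233555 to 21235292, minus strand), a MYB transcription factor gene, had 90.2 ± 13.5 FPKM in Col-0 and 15.01 ± 3.52 FPKM in tpt-2 at 9 h. At 18 h it had 133 ± 8.16 and 95.3 ± 22.8 FPKM, which did not pass the threshold (limma adjusted p 0.155). Its interaction was 2.02 (SE 0.265, limma adjusted p 0.00341). TT8 (AT4G09820, chromosome 4, 6181881 to 6186523, plus strand), a bHLH gene, had log2 fold changes of -2.58 (limma adjusted p 6.15e-06) and -1.32 (limma adjusted p 0.00266). The interaction of TT8 was 1.26 (limma adjusted p 0.0204), and its adjusted p exceeded 0.05 in 3 of the 12 fits that each left out 1 library, the fits without Col-0 replicate 1, Col-0 replicate 2 or tpt-2 replicate 1 at 18 h. The repressor gene MYBL2 (AT1G71030) did not pass at 9 h (log2 fold change 0.32, limma adjusted p 0.321), at 18 h (-0.84, 0.0627) or in the interaction (-1.17, 0.0558). Without tpt-2 replicate 3 at 9 h the 9 h effect was 0.64 with an adjusted p of 0.0107, in a range from 0.0107 to 0.863. MYBL2 at 18 h passed with only the 6 libraries compared (0.0110), under median-ratio scaling (0.0407) and under quantile normalization (0.0481), in a range from 0.0110 to 0.206. The MYBL2 interaction passed with genes of at least 5 FPKM (0.0438), under quantile normalization (0.0491), with voom (0.0451) and without tpt-2 replicate 3 at 9 h (0.00506), in a range from 0.00506 to 0.137.

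**Figure D3:**
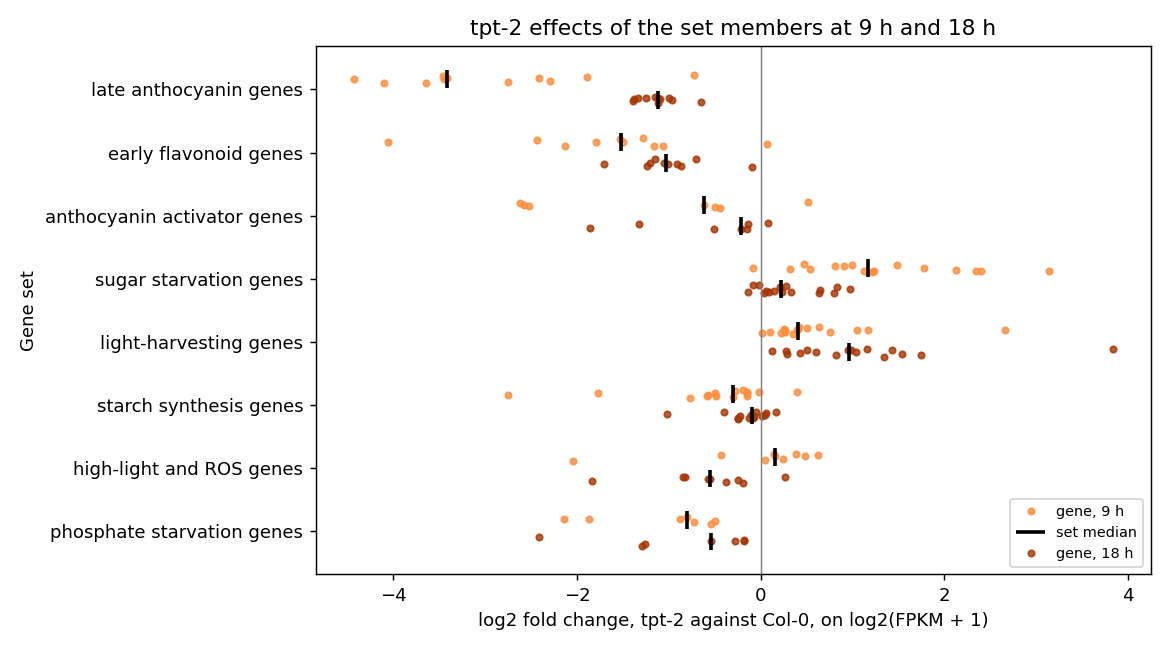
Log2 fold change of tpt-2 against Col-0 (x axis) for the tested members of the 8 gene sets (y axis), with 1 point per gene and time point and a black line at each set's median. The late anthocyanin median lies at -3.42 at 9 h and -1.12 at 18 h, and the sugar starvation median at 1.17 and 0.22.

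The sugar starvation genes were higher in tpt-2 at 9 h, with 13 of 16 tested genes called, all of them higher, and a median of 1.17 (camera adjusted p 4.39e-09). At 18 h 1 was called, also higher, and the median of 0.22, or 0.13 relative to all genes, did not pass (camera adjusted p 0.194). It was 0.10 without tpt-2 replicate 2 and 0.36 without tpt-2 replicate 3 of that time, and passed in neither fit. Adjusted over the list alone, 14 and 3 genes passed. The interaction had a median of -0.99 (camera adjusted p 3.71e-09). Of the 21 genes listed, 5 fell below the filter. One of these was DIN6 (AT3G47340), with 2, 0 and 0 fragments in the Col-0 libraries and 18, 35 and 10 in the tpt-2 libraries at 9 h, at least 6.35-fold higher in tpt-2. At 18 h its fragments ranged from 1 to 29 in Col-0 and from 1 to 61 in tpt-2. AT2G33830 (chromosome 2, 14308754 to 14310608, minus strand) had 46.8 ± 15.2 FPKM in Col-0 and 404 ± 18.0 FPKM in tpt-2 at 9 h, and 2.76 ± 0.720 and 5.75 ± 4.29 FPKM at 18 h. Its log2 fold change was 3.14 (limma adjusted p 0.000367) at 9 h and 0.64 (limma adjusted p 0.371) at 18 h.

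The light-harvesting genes had positive effects in all 16 tested members at both times in the deposited values. The smallest at 9 h, 0.0139 for LHCB3, lay below the median of all genes of 0.07, so its sign is not secure. The medians were 0.40 at 9 h (camera adjusted p 0.00752) and 0.96 at 18 h (camera adjusted p 2.47e-09), or 0.87 relative to all genes. Single genes rarely passed, with 3 called at 9 h and 5 at 18 h, or 3 and 14 adjusted over the list alone. Several members are near-identical copies among which the counting could have split fragments, so their single values are uncertain. LHB1B1 (AT2G34430, chromosome 2, 14524607 to 14525918, plus strand), such a copy, had 55.7 ± 23.3 FPKM in Col-0 and 355 ± 149 FPKM in tpt-2 at 9 h, and 2.70 ± 1.80 and 50.6 ± 20.9 FPKM at 18 h.

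The starch synthesis genes were slightly lower. The medians were -0.30 at 9 h (9 of 15 called, 8 of them lower, camera adjusted p 7.77e-08) and -0.10 at 18 h (0 called, 4 adjusted over the list alone, camera adjusted p 5.19e-05), or -0.19 relative to all genes. The 18 h median was -0.04 without tpt-2 replicate 2. At 9 h 10 genes passed adjusted over the list alone. The phosphate starvation genes had medians of -0.81 at 9 h (6 of 7 called, camera adjusted p 4.94e-07) and -0.54 at 18 h (4 of 7 called, camera adjusted p 1.04e-08), or -0.63 relative to all genes, with the same numbers adjusted over the list alone. The high-light and ROS genes did not pass at 9 h (median 0.15, camera adjusted p 0.864) and had a median of -0.55 at 18 h (camera adjusted p 0.000201), or -0.64 relative to all genes. Leaving out 1 library gave 0.03 (without Col-0 replicate 1) to 0.52 (without Col-0 replicate 3) at 9 h, and at 18 h -0.33 without Col-0 replicate 3 and -0.26 without tpt-2 replicate 3. Of these 9 tested genes, 1 was called at each time, lower, and 1 adjusted over the list alone. The signs of all set medians named here were the same under quantile normalization and median-ratio scaling. In 6 tests that passed with camera, fry did not pass. These were the light-harvesting genes at 9 h, the starch synthesis and the high-light and ROS genes at 18 h, and the interactions of the early flavonoid, light-harvesting and high-light and ROS genes. With the inter-gene correlation estimated from the data, only the late anthocyanin genes at 9 h and 18 h passed (adjusted p 0.0371 for each).

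The plastid glucose 6-phosphate translocator gene GPT2 (AT1G61800, chromosome 1, 22824414 to 22826902, plus strand) had 41.9 ± 17.4 FPKM in Col-0 and 1.90 ± 0.447 FPKM in tpt-2 at 9 h. At 18 h it had 42.4 ± 7.69 and 12.8 ± 4.93 FPKM. The log2 fold change was -3.80 (SE 0.315, limma adjusted p 2.62e-05) at 9 h and -1.69 (SE 0.315, limma adjusted p 0.0182) at 18 h. The interaction was 2.11 (limma adjusted p 0.0245). The call of GPT2 at 18 h was lost without Col-0 replicate 2 (adjusted p 0.0848), Col-0 replicate 3 (0.0847) or tpt-2 replicate 2 (0.0718), in a range from 0.0105 to 0.0848, and the interaction was lost in 5 of 12 such fits. The related gene GPT1 (AT5G54800) did not pass the threshold at either time (log2 fold changes 0.19 and -0.06, limma adjusted p 0.195 and 0.784). Of the 9 tested genes of the fixed list of 10, 7 were called at 9 h, 5 at 18 h and 5 in the interaction, or 7, 8 and 7 adjusted over the list alone.

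The largest rises in tpt-2 among called genes at both times were of chloroplast-encoded loci. ATCG00400 rose from 0.897 ± 0.0521 to 365 ± 454 FPKM at 9 h, and ATCG00020 from 8.81 ± 1.97 to 1505 ± 1548 FPKM, with log2 fold changes of 6.81 and 6.79 (limma adjusted p 0.000174 and 1.34e-05). The limit of 3 fragments was not applied to organelle-encoded loci, whose lengths were not known. The Col-0 values of ATCG00400 at 9 h (0.910, 0.941 and 0.840 FPKM) vary inversely with depth, as an equal, small fragment count would. Its Col-0 level may thus lie below the limit, and its small SD may reflect depth alone. At 18 h it was listed at 0 in Col-0 replicate 3. At 18 h ATCG00020 had 5.93 ± 0.924 FPKM in Col-0 and 405 ± 147 FPKM in tpt-2. Of 103 chloroplast-encoded genes tested, 98 were called higher at 9 h and 58 at 18 h, and 0 were called lower. Summed over 133 chloroplast loci, Col-0 had 425 ± 62.2 and tpt-2 10260 ± 10625 FPKM at 9 h, and 379 ± 37.9 and 3346 ± 1133 FPKM at 18 h. The spread at 9 h came from tpt-2 replicate 3, and without it the ratio of the means was 9.70 in place of 24.1. Each of the 6 tpt-2 libraries lay above every Col-0 library of the same time, with an exact permutation p of 0.005 within time points, the smallest that the 400 arrangements can give (two-sided, 0.01 adjusted over 4 classes of RNA). Nuclear rRNA also had an exact permutation p of 0.005 (0.01 adjusted) with ratios of 1.32 at 9 h and 1.22 at 18 h. Mitochondrial loci had 0.01 (0.0133 adjusted) with ratios of 1.42 and 2.97, and nuclear snoRNA 0.875 (0.875 adjusted) with ratios of 0.878 and 1.16.

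**Figure D4:**
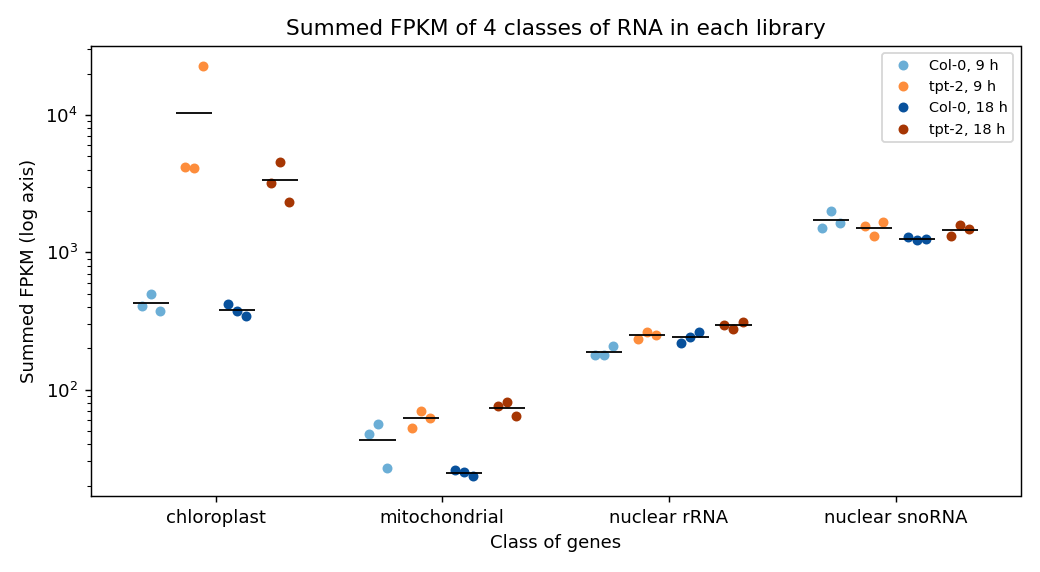
Summed FPKM (y axis, log scale) of chloroplast, mitochondrial, nuclear rRNA and nuclear snoRNA genes (x axis) in each library, with 1 point per library and a black line at the mean of each group of 3. The chloroplast sums of tpt-2 lie at or above 2307 FPKM, and those of Col-0 at or below 495 FPKM.

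Among called nuclear genes whose groups did not overlap, the largest rises at 9 h were those of AT3G05945, AT2G05540, GASA6 (AT1G74670) and AT2G33830, and at 18 h those of AT3G05945, LHB1B1, CAX3 (AT3G51860) and PR1 (AT2G14610). AT3G05945 (chromosome 3, 11510090 to 11510510, minus strand), a long non-coding RNA gene, rose from 0.983 ± 0.758 to 39.1 ± 9.94 FPKM at 9 h and from 0.789 ± 0.768 to 26.0 ± 2.64 FPKM at 18 h (limma adjusted p 1.12e-05 and 0.000104). After TPT, the falls at 9 h were led by DFR, AT1G27565 and LDOX, and at 18 h by AT2G01422, AT1G27565 and QQS. AT1G27565 (chromosome 1, 9574550 to 9575189, plus strand, protein-coding) had 86 to 158 fragments in each Col-0 library and at most 1 in each tpt-2 library. It was at least 42.4-fold lower in tpt-2 at 9 h and at least 26.9-fold lower at 18 h. AT2G01422 (chromosome 2, 183940 to 184734, plus strand), a non-coding RNA gene, was listed at 0 in all 3 tpt-2 libraries at 18 h, where Col-0 had 33.3 ± 17.1 FPKM, at least 90.4-fold lower. With voom its 18 h call was lost (adjusted p 0.165, in a range from 0.000404 to 0.165). QQS (AT3G30720, chromosome 3, 12349047 to 12349933, plus strand) had 58.4 ± 18.3 FPKM in Col-0 and 3.54 ± 1.09 FPKM in tpt-2 at 18 h (limma adjusted p 2.67e-05).

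Among genes called in the interaction, it was largest for DFR and AT3G47342 in the positive direction and for AT5G56100 and AT1G23390 in the negative one. AT3G47342 (chromosome 3, 17445382 to 17445459, plus strand) is a snoRNA gene measured by 1 to 9 fragments per library, and its interaction of 2.93 (limma adjusted p 0.00777) is imprecise for that reason. AT1G23390 (chromosome 1, 8308965 to 8310916, minus strand) had 5.19 ± 0.441 FPKM in Col-0 and 34.5 ± 9.22 FPKM in tpt-2 at 9 h, and 4.86 ± 0.408 and 4.74 ± 2.07 FPKM at 18 h (interaction -2.57, limma adjusted p 0.00287). AT5G56100 (chromosome 5, 22716917 to 22717849, plus strand) had 2.17 ± 1.04 and 10.998 ± 0.633 FPKM at 9 h, and 3.01 ± 1.09 and 1.4004 ± 0.614 FPKM at 18 h (interaction -2.71, limma adjusted p 0.00459).

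Between 9 h and 18 h both the duration of the light and the time of day changed. In Col-0, 5042 genes were called, 2309 higher and 2733 lower at 18 h. Of these, 764 changed at least 2-fold, 426 higher and 338 lower. In tpt-2, 4112 genes were called, 2123 higher and 1989 lower, and 833 changed at least 2-fold, 494 higher and 339 lower. Leaving out 1 library gave 3706 to 4837 calls in Col-0 and 2966 to 4000 in tpt-2. Among called genes whose groups did not overlap, the largest rises in Col-0 were those of the clock genes LHY (AT1G01060), from 0.0859 ± 0.0252 to 16.1 ± 2.72 FPKM, and RVE8 (AT3G09600), from 0.439 ± 0.0821 to 21.0 ± 0.844 FPKM. The largest falls were those of LHB1B1 and AT1G71000, the latter from 19.1 ± 2.04 to 0.314 ± 0.205 FPKM. In tpt-2 the largest rises were those of CSLA01 (AT4G16590), from 0.676 ± 0.425 to 111 ± 51.3 FPKM, and of the flavonoid 3'-hydroxylase gene TT7 (AT5G07990), from 2.40 ± 1.68 to 120 ± 18.6 FPKM. The largest falls were those of AT2G33830 and AT5G62360, the latter from 63.4 ± 11.4 to 4.38 ± 2.25 FPKM. All 8 clock genes tested were called between the times in each genotype with the same sign, also adjusted over the list alone. Between genotypes 2 of them were called at 9 h and 1 at 18 h, and 0 in the interaction.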

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

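Counting splits, the size of the GC and length trend, and reading the scaling and leave-one-out fits as tests of an explanation were chosen only after the results were seen. The difference between the tpt-2 effects at 9 h and 18 h was tested as an interaction for 8 gene sets and 33 named genes, and 7 sets and 10 genes passed the threshold. The groups of 3 are too small for a test of single outlying samples.

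The count of 841 genes with an interaction was compared with regrouped libraries. When the genotype labels were exchanged within time points, 5 of 100 splits of the 12 samples, the real one included, gave as many calls, a share of 0.05, and the largest other count was 2249. All 4 of the other splits with as many calls kept the true genotypes at 9 h and regrouped only the 18 h libraries, and 8 of the drawn splits were of that kind. They still hold the genotype effect at 9 h, so they are not free of a real difference and give no support to a chance arrangement of the libraries, which the share alone does not exclude. Of the 91 drawn splits that regrouped the 9 h libraries, 0 gave as many calls, and the largest count was 4. These splits mix the genotypes, so the genotype effect at 9 h enters the spread within groups and lowers the count. No conclusion is drawn from them.

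The late anthocyanin genes had the smallest camera adjusted p of the 8 interactions. Their median was -3.42 at 9 h and -1.12 at 18 h, and the interaction was 2.27. A bias from GC content or gene length would show as a trend over all genes. The interaction had correlations of 0.0291 with GC content and -0.0203 with length over 17470 nuclear genes, and the fitted trend was at most 0.147 in size for any of them, far below the set's median. Median-ratio scaling between libraries left 2.25. Dependence on one library is argued against by the 12 fits that each left out 1 library, in which the value nearest 0 was 1.97. Of the single genes in this group, DFR had an interaction of 3.04, LDOX 2.72 and TT8, an activator, 1.26. PAP1 had 2.02, and TT7, an early flavonoid gene, 2.35. The count of splits above is of all genes and does not bear on this set, of which 9 of 11 members were called in the interaction. With the inter-gene correlation estimated from the data the set did not pass (adjusted p 0.0579, in a range from 6.95e-18 to 0.0579). The genotype stays open, as a hypothesis. In the mutant these genes rose between the times, so a later onset, a lower final level or a different time of day of the response all remain untested.

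The sugar starvation genes went the other way, with medians of 1.17 at 9 h and 0.22 at 18 h and an interaction of -0.99. The GC and length trend of at most 0.147 is far below this size. Under median-ratio scaling the median was -1.001. The value nearest 0 when leaving out 1 library was -0.85. AT2G33830, a named gene of this set, had -2.50. These values argue against GC content or gene length, scaling and one library as the cause. The genotype stays open, as a hypothesis, and a role of the blocked carbon export was not tested.

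Of the other sets, the early flavonoid genes had an interaction median of 0.45, the anthocyanin activator genes 0.47, the light-harvesting genes 0.36, the starch synthesis genes 0.24 and the high-light and ROS genes -0.62. For the early flavonoid, light-harvesting and high-light and ROS genes, fry did not pass, and 0 of the 8 interactions passed with the inter-gene correlation estimated from the data. Median-ratio scaling left all 5 past the threshold, and quantile normalization 4, without the high-light and ROS genes interaction (-0.6285). The starch synthesis genes passed in all 12 fits that each left out 1 library (0.2168 to 0.3074), which argues against one library as the cause there. The early flavonoid genes interaction was lost without Col-0 replicate 2 at 9 h (0.2482), and ranged from 0.2425 without tpt-2 replicate 1 to 0.7641 without tpt-2 replicate 3 of that time. The anthocyanin activator genes interaction was lost in 3 of 12 such fits, the lowest being 0.2208 without tpt-2 replicate 1 at 18 h, and rose to 0.8582 without tpt-2 replicate 3 at 18 h. The light-harvesting genes interaction was lost in 4, down to 0.1812 without tpt-2 replicate 3 at 18 h, and was 0.6003 without Col-0 replicate 1 at 18 h. The high-light and ROS genes interaction was lost in 5, with -0.2323 without Col-0 replicate 1 at 9 h. The GC and length trend of at most 0.147 for any gene is below all 5 medians in size, which argues against it as the whole cause. Fragments shared between near-identical copies remain open for the light-harvesting genes.

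GPT2 had an interaction of 2.11, which was lost in 5 of the 12 fits that each left out 1 library. These were the fits without replicate 2 of Col-0 or tpt-2 at 9 h, Col-0 replicates 1 and 2 at 18 h, or tpt-2 replicate 1 at 18 h, where it was 1.83 to 2.22. The scaling alternatives kept it past the threshold. The other single genes were AT3G47342 with 2.93, AT5G56100 with -2.71 and AT1G23390 with -2.57. AT3G47342 is a snoRNA gene of 1 to 9 fragments per library, too few for a firm estimate. With its low group set at 3 fragments, it was at least 2.05-fold lower in tpt-2 at 9 h and at least 2.08-fold higher at 18 h. For AT3G47342, AT5G56100 and AT1G23390 the interaction stayed past the threshold in all 12 fits and under both scalings, with ranges of 2.648 to 3.2907, -2.9584 to -2.4757 and -2.8476 to -2.3577 leaving out 1 library. All these single values exceed the GC and length trend of at most 0.147.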

How the results depend on the processing

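The splits of the samples below, the voom fit and the fit without organelle-encoded genes were chosen only after the results were seen. All the other alternatives listed in the methods were run.

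For the 3 libraries against 3 of each comparison, 1 of 10 splits, the real one, gave as many calls at 9 h, and likewise 1 of 10 at 18 h, 1 of 10 between times in Col-0 and 1 of 10 in tpt-2. The other splits gave 0 calls, or at most 1 in tpt-2. The real splits gave 3917, 507, 5042 and 4112 calls in the same order. With 10 splits the share is never under 0.1. It could not have excluded a chance arrangement of the libraries, so no conclusion is drawn from the share.

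For the counts, the correlation and the sets, 292 of the values under settings other than leaving out a library kept their direction and their side of the threshold, while 30 became weaker, 5 stronger and 13 moved. Leaving out libraries left 203 the same, with 14 weaker, 5 stronger and 18 moved. For the named genes 810 of 842 values were the same, 16 weaker, 15 stronger and 1 reversed, that of GPT1 at 18 h (-0.06 with all libraries, and -0.1594 to 0.002 across the 6 fits that each left out 1 library, the highest without Col-0 replicate 2). Except where the construction is named, the cause was not tested.

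Requiring at least 2-fold changes by construction left 505 genes of 3917 at 9 h, 157 of 507 at 18 h, 193 of 841 in the interaction, 764 of 5042 in Col-0 and 833 of 4112 in tpt-2. Without a filter, with 24662 genes tested, 335 genes passed at 18 h. Without the trend, 558 interactions passed. The correlation of the effects at 9 h and 18 h, 0.605, was 0.564 without a filter, 0.683 for genes with at least 5 FPKM and 0.406 without organelle-encoded genes.

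The replicate block gave 2427 genes at 9 h, 175 at 18 h and 79 in the interaction, and a phosphate starvation interaction of 0.4512 that passed. No clear pairing by replicate number was seen, but small correlations do not exclude one, and differently numbered samples were not compared. Deviations of same-numbered samples from their group means had correlations of 0.131, -0.261 and -0.123 between genotypes at 9 h and -0.121, -0.0870 and -0.162 at 18 h. Between times they were 0.135, 0.0911 and 0.105 in Col-0, and -0.0677, 0.113 and -0.133 in tpt-2.

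The phosphate starvation genes interaction, just outside the threshold, passed with a pseudocount of 0.1 (0.5135), without a filter (0.3932), at 5 FPKM (0.5125) and with voom (0.4939). The high-light and ROS genes interaction no longer passed without a filter (-0.3926), at 5 FPKM (-0.37) or under quantile normalization (-0.6285). At 5 FPKM the anthocyanin activator genes interaction (1.0073) and the light-harvesting genes interaction (0.3617) did not pass either.

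With fry the medians are unchanged, but the light-harvesting genes at 9 h (0.4036), the starch synthesis (-0.0972) and high-light and ROS genes (-0.5477) at 18 h, and the early flavonoid (0.4487), light-harvesting (0.3617) and high-light and ROS (-0.6189) interactions did not pass. The estimated inter-gene correlation, which widens the error of each set, lost at 9 h the early flavonoid (-1.516), activator (-0.6163), sugar starvation (1.1712), light-harvesting (0.4036), starch synthesis (-0.2979) and phosphate starvation genes (-0.8059). At 18 h it lost the same sets apart from sugar starvation (-1.0321, -0.2164, 0.9632, -0.0972 and -0.5374) and the high-light and ROS genes (-0.5477). It lost all 7 interactions that had passed: late anthocyanin 2.2673, early flavonoid 0.4487, activator 0.473, sugar starvation -0.9873, light-harvesting 0.3617, starch synthesis 0.2408 and high-light and ROS -0.6189.

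Leaving out 1 library gave 2403 to 3937 genes at 9 h, 107 to 425 at 18 h and 258 to 1177 in the interaction, and a correlation of 0.521 to 0.629. The set results that changed ranged from 0.3149 to 0.5149 (light-harvesting at 9 h), and in the interaction from 0.2425 to 0.7641 (early flavonoid), 0.2208 to 0.8582 (activator), 0.1812 to 0.6003 (light-harvesting), -0.8404 to -0.2323 (high-light and ROS) and 0.3069 to 0.5251 (phosphate starvation).

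Depth limits genes with few fragments, such as AT3G47342 with 1 to 9 per library. The interaction, which subtracts 1 effect from another, has by construction a larger error (SE 0.182 for TPT, against 0.129 for each effect). In simulated data at the depths of these libraries with 2-fold changes, 23.4% of 394 such genes were recovered, against 67.8% at 9 h and 71.2% at 18 h, so a gene without a call is not shown to be unchanged.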

Other observations

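All tests in this part were chosen only after the results were seen, apart from the test of genes near TPT.

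Chloroplast-encoded transcripts were higher in every tpt-2 library. By library, the summed FPKM rose at 9 h from 425 ± 62.2 to 10260 ± 10625 and at 18 h from 379 ± 37.9 to 3346 ± 1133 (n = 3 each). Carry-over of RNA without poly(A) tails was assumed to raise mitochondrial transcripts alike. Their ratio was 1.42 at 9 h, against 24.1 for chloroplast transcripts, and 2.97 at 18 h, against 8.83. The highest ratio of any pair of libraries was 2.60 and 3.42 for mitochondrial transcripts, and the lowest for chloroplast transcripts 8.24 and 5.49. Nuclear rRNA had ratios of 1.32 and 1.22. At 9 h these values argue against carry-over as the whole cause, under that assumption, and leave a part open. Summed FPKM gives short loci a large weight. At 18 h genes of known length held 99.9% of the depth in Col-0 and 99.7% to 99.8% in tpt-2. The remainder, which holds the organelle loci, rose less in proportion than the summed chloroplast FPKM. For some pairs of libraries it rose less than the highest mitochondrial ratio of 3.42. The values at 18 h therefore cannot decide on carry-over. One library does not account for the rise at 9 h, since without the highest tpt-2 library the ratio was 9.70. The labels give no preparation batch, so none was compared. Polyadenylation of chloroplast transcripts and their amount in the genotype stay open, and no test here separates them.

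Protein-coding genes whose exons lie under exons of the opposite strand were listed near 0. Of 511 such genes covered at 90% or more, 98.4% had a mean under 0.5 FPKM, against 36.8% of 19821 genes without overlap. This is consistent with counting without strand, with shared fragments discarded, although the libraries were directional. Among the listed genes, F3H, KMD4, LHCB1.5 and ERF105 were covered to this extent, and all 4 lay under 0.5 FPKM. Of 85 listed genes without overlap, 2 lay under that value. The lists were chosen before the data were examined. These counts argue against weak expression as the whole cause for the listed genes. For the other covered genes weak expression predicts the same low values and stays open. No other biological explanation was tested.

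Sequence differences around TPT, carried along with the mutation, would raise the share of changed genes near it. Of 319 genes within 1 Mb of TPT, 5 (1.57%) were called at both times in the same direction, against 213 of 17150 (1.24%) other nuclear genes, TPT left out (Fisher's exact p 0.604). A chromosome segment linked to TPT as a source of many of the changes is thus not borne out. AT1G27565 on chromosome 1, near 0 in all 6 tpt-2 libraries, lies outside that segment, and a second lesion or a deletion there was not tested.

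The median of all genes lay above 0 in tpt-2, by 0.07 at 9 h and 0.09 at 18 h on the log2 scale. If the most abundant genes took more of the Col-0 counts, the other genes would be higher in tpt-2. The 100 most abundant genes held 22.3 ± 0.743% of the nuclear fragments in Col-0 and 23.2 ± 0.664% in tpt-2 at 9 h, and 23.9 ± 0.591% and 22.8 ± 1.09% at 18 h (n = 3 each), with overlapping libraries at both times. The most different pair of libraries allows a rise of the other genes by 0.00975 at 9 h and 0.0472 at 18 h. Leaving out 1 library, the median of all genes was 0.0550 to 0.0845 and 0.0832 to 0.1002. This argues against the share of these 100 genes as the whole cause. Other differences in composition and the genotype stay open.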
